A study of Drosophila ananassae with 54 samples.

How the data were processed

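RNA-seq was measured in adult male Drosophila ananassae from 3 lines, each a pool of isofemale lines: FastBKK (Bangkok population, cold-tolerant phenotype, 4 isofemale lines), SlowBKK (Bangkok population, cold-sensitive phenotype, 4 isofemale lines) and KATH (Kathmandu population, cold-tolerant phenotype, 3 isofemale lines). Per the labels' protocols, acclimated flies spent 4 days at 10 °C followed by 90 min of recovery, and control flies spent 4 days at 22 °C. Hindgut and Malpighian tubule samples pooled 60 individuals and their RNA was extracted with an RNeasy kit, while body samples pooled 10 individuals and used a MasterPure kit. Libraries were made by poly-A enrichment, per the labels' protocols. The body therefore differed from the dissected tissues in both kit and number of individuals, so body and dissected tissue were not tested against each other.

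The deposited values were raw counts per gene and library, as whole numbers, with the FlyBase identifier, annotation symbol, scaffold name and gene length of each of 14365 genes, per the file headers. The labels do not state the aligner, the counter, the genome build, the annotation version or whether counting used the strand. Gene length is another column of the deposited table and was used only as a covariate. No gene coordinates were used here, so genes are placed by scaffold name alone. Every per-library column matched the label of 1 library. None of the gene symbols or identifiers matched the reference gene table (0 matches), which held the only gene product names on hand, so the gene-set tests that had been planned (camera and fry) were not run and no gene function is given. Reads shared between near-identical or overlapping genes could have been split by the counting, and this was not checked here.

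Libraries held 30.7 to 48.8 M counts (median 34.3 M). A count of 3 in a library was taken as the floor of detection, and a fold change against a group with all libraries at or under it was computed against that floor as a lower bound. Such floors cover counting error only, since duplicate reads were not removed by molecular identifiers. Within groups, pairs of replicates differed by far more than sampling noise: the chi-square per degree of freedom, over genes with at least 20 counts summed over the pair, was at least 28.0 in the hindgut, 40.0 in the tubule and 11.0 in the body over 18 pairs per tissue. No library was therefore treated as deposited more than once.

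Each tissue was fitted by itself with edgeR 4.0.16 in R 4.3.3, with 18 libraries and 1 coefficient per line and treatment. Genes were kept by filterByExpr, libraries were scaled by TMM, and contrasts were tested with the quasi-likelihood F test (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment within each contrast. A gene was called at an adjusted p under 0.05. The tested sets held 11323 genes in the hindgut, 10132 in the tubule and 13435 in the body. The contrasts per tissue were the cold response of each line (cold minus control), the line differences at control temperature (FastBKK minus SlowBKK, which differ in phenotype within 1 population, and KATH minus FastBKK, which differ in population within 1 phenotype), and the differences between these lines in cold response, tested as interactions. The hindgut and tubule responses, averaged over the 3 lines, were compared as an interaction in 1 fit of the 36 libraries of these tissues. CPM values are TMM-scaled. Fold changes are fitted log2 values ± standard error (SE). The similarity of cold responses was described by Pearson's r over tested genes, with a jackknife SE over the libraries. The tests, the line pairs and the first set of alternative analyses were fixed before the data were examined.

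The genes named were chosen by a rule fixed at the same time. For the cold response of a tissue these were the 2 genes with the highest and the 2 with the lowest mean log2 fold change among genes called in all 3 lines with 1 sign, with the cold libraries of every line beyond its control libraries. For a line difference at control temperature they were the highest and the lowest called gene without overlap between the groups. For an interaction between lines it was the called gene with the smallest p, and between hindgut and tubule the highest and the lowest called gene. A mean of at least 10 CPM was required over the 18 libraries, or in each of both organs.

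The fitting code was tested on simulated counts drawn from the real means and library sizes with 200 changed genes. The fit recovered 68.8% of 199 changed genes among 11193 tested in the hindgut, 70.2% of 198 among 9927 in the tubule and 90.5% of 200 among 13340 in the body, and 4.20%, 1.42% and 6.70% of the calls were false. Such rates were not measured for as many changed genes as the real data gave, for smaller changes or for interactions. A simulated gene length trend of 0.4 log2 units per doubling of length gave 2510, 1762 and 6097 calls in the 3 tissues before the length correction and 0 after it. An added 5% of body counts was measured back as 5.08% over body-restricted genes.

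The alternative analyses of this first set were DESeq2's size factors in place of TMM, no filter on low counts, the Wald test of DESeq2 1.42.0, all 54 libraries in 1 fit, a fit of only the groups compared, the mean of both tolerant lines against SlowBKK in place of FastBKK against SlowBKK, Spearman's rho in place of Pearson's r, the replicate number as a block, and leaving out each library in turn. Alternatives added after the data were seen were a robust quasi-likelihood fit, removal of a gene length trend from each library (a natural spline with 5 degrees of freedom), omission of body-restricted genes, and a fold change over 2 required in addition. Body-restricted genes were those with a mean of at least 50 CPM in the body and a median under 1 CPM in both dissected tissues. Hindgut-restricted genes had a mean of at least 50 CPM in the hindgut and a median under 1 CPM in the tubule. For each fitted count, the labels of the libraries compared were also split in other ways, using all 10 splits for groups of 3 against 3, 100 drawn splits for interactions between lines and for genes shared by the 3 lines, and 40 drawn splits for the hindgut and tubule comparison. For the interactions these splits were repeated with the real line, or for the organs the cold response common to both, as an additive term of the fit. Plots were drawn with matplotlib 3.10.9.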

Results

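The data were 54 RNA-seq libraries of adult male Drosophila ananassae, in 18 groups of 3 libraries. They covered 3 lines, 3 tissues (hindgut, Malpighian tubule and body) and 2 treatments. Cold-acclimated flies were held at 10 °C and then given a recovery period, while controls were held at 22 °C with no recovery listed. A cold response here therefore covers acclimation and recovery together, and the design cannot separate acclimation from recovery. Levels given as in the cold are those after the recovery. The hindgut and the Malpighian tubules are the organs that regulate ion and water balance in insects. The 3 lines were FastBKK and SlowBKK from Bangkok, tolerant and sensitive to cold respectively, and KATH from Kathmandu, tolerant to cold. The design addressed how the transcriptional response to mild cold differs between phenotypes and populations in the body and in these organs. Total counts per library ranged from 30.7 to 48.8 M (median 34.3 M). The highest total, in KATH cold tubule replicate 4, exceeded the next highest, 40.4 M.

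In each tissue the first principal component of log2 CPM separated cold from control libraries, and it held 40.5% of the variance in the hindgut, 30.3% in the tubule and 51.1% in the body. Replicates were closest in the body, where the correlation of replicate pairs across genes was 0.987 to 0.994, against 0.857 to 0.989 in the hindgut and 0.919 to 0.985 in the tubule. The biological coefficient of variation was 28.6% in the hindgut, 33.3% in the tubule and 11.1% in the body. FastBKK control hindgut replicate 3 lay apart on the second component, at 110.

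**Figure D1:**
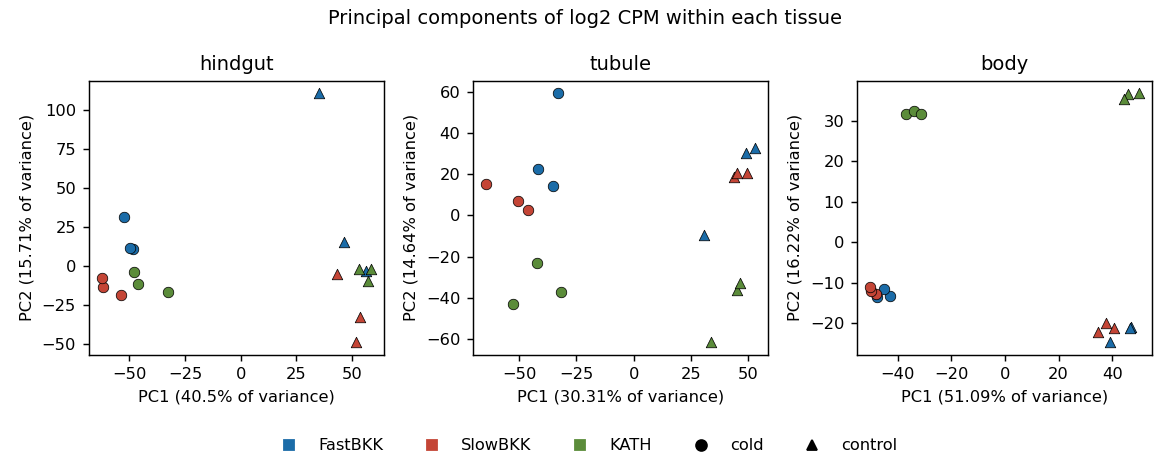
Each point is 1 library, placed by the first (x axis) and second (y axis) principal component of log2 CPM within its tissue, with colour for the line and shape for the treatment. Cold and control libraries separate along the first component in all 3 panels, and FastBKK control hindgut replicate 3 sits at 110 on the second component of the hindgut panel.

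Carry-over between tissues was measured with 795 body-restricted genes, which had at least 50 CPM on average in the body and a median under 1 CPM in both dissected tissues. In FastBKK control hindgut replicate 3 the median of these genes was 5.31% of their mean body level (interquartile range 4.12% to 6.52%). The medians of the other hindgut libraries lay between 0% and 0.399%, and the highest median among tubule libraries was 0.675%, in FastBKK cold tubule replicate 3. Of the 2616 genes called lower in the cold hindgut of FastBKK, 141 were body-restricted. All 18 hindgut libraries entered the comparisons, and values without this library are given for several results that it moved.

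**Figure D2:**
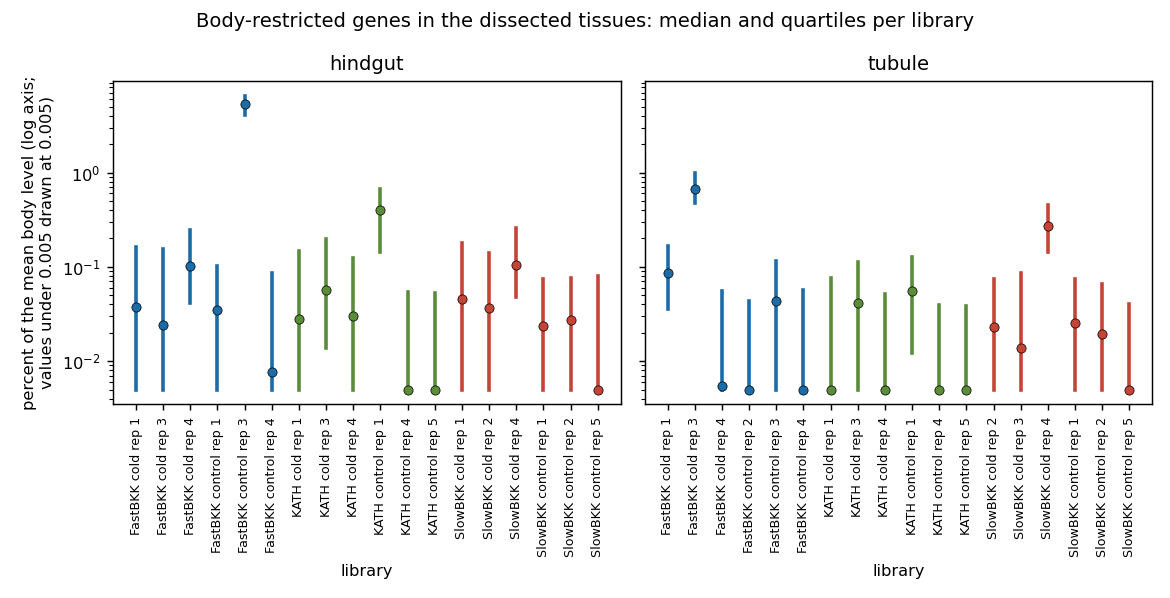
For each dissected library, the point is the median and the bar the interquartile range, over 795 body-restricted genes, of the CPM as a percent of the mean body level (log axis). FastBKK control hindgut replicate 3 has a median of 5.31%, and the highest tubule median is 0.675%.

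The first question was which genes changed with cold acclimation and the recovery after it, in each line and tissue. In the hindgut, 5292 of 11323 tested genes were called in FastBKK (2676 higher and 2616 lower in the cold), 5859 in SlowBKK (2975 higher and 2884 lower) and 5170 in KATH (2564 higher and 2606 lower). In the tubule, 4197 of 10132 genes were called in FastBKK (2043 higher, 2154 lower), 4701 in SlowBKK (2455 higher, 2246 lower) and 4705 in KATH (2338 higher, 2367 lower). In the body, 6764 of 13435 genes were called in FastBKK (3379 higher, 3385 lower), 6373 in SlowBKK (3150 higher, 3223 lower) and 7881 in KATH (3994 higher, 3887 lower). The alternative that moved these counts most required a fold change over 2 in addition, which left 1616 genes in the body of KATH. With that requirement the hindgut had 1984, 2330 and 1908 calls in FastBKK, SlowBKK and KATH, and the body 1688, 1574 and 1616. The median absolute log2 fold change of called genes was 0.77, 0.81 and 0.78 in the hindgut of these lines, 0.77, 0.83 and 0.80 in the tubule, and 0.55, 0.54 and 0.50 in the body. These counts were not tested for a difference between lines, which is the subject of the interaction tests.

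**Figure D3:**
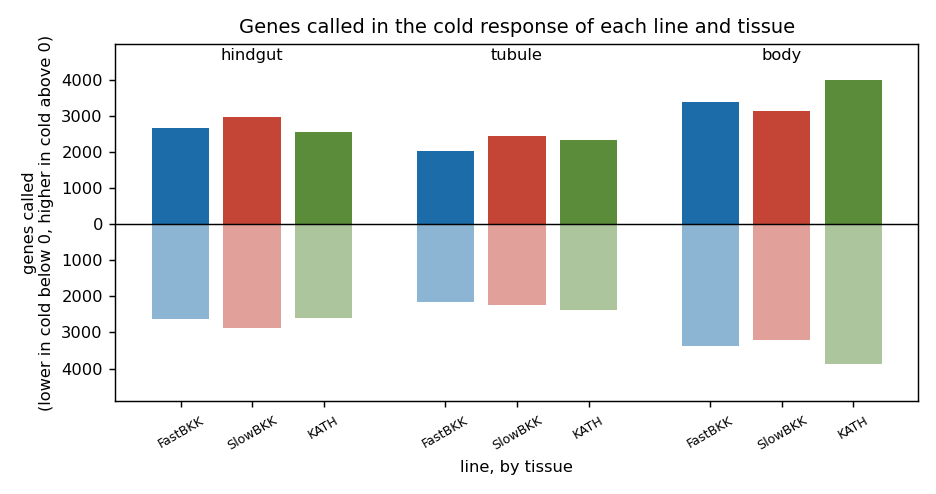
Bars give the number of genes called at an adjusted p under 0.05 in the cold response of each line, by tissue, with genes higher in the cold above 0 and genes lower in the cold below 0 in a lighter shade. The counts range from 4197 genes in the tubule of FastBKK to 7881 in the body of KATH.

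In the hindgut, GF17800 (FBgn0094818, scaffold_13340) had the highest mean fitted response among the genes that met the naming rule. It reached 6.27 ± 1.80 CPM (SD, n = 3) in the cold in FastBKK, 35.4 ± 3.10 CPM in SlowBKK and 18.7 ± 3.47 CPM in KATH. All control libraries of FastBKK and KATH were at or under the floor of 3 counts, so the gene was at least 63.2-fold higher in the cold in FastBKK and at least 200-fold higher in KATH. In SlowBKK it rose from 0.155 ± 0.210 CPM with a log2 fold change of 7.70 ± 0.55 (edgeR, adjusted p = 2.21e-07). GF17799 (FBgn0094817, scaffold_13340), whose symbol precedes it, rose from 1.04 ± 0.756 to 226 ± 31.1 CPM in FastBKK (log2 fold change 7.74 ± 0.44, adjusted p = 1.62e-08), with log2 fold changes of 6.75 ± 0.40 in SlowBKK and 7.65 ± 0.43 in KATH. The order of these genes is uncertain, since the fold changes of GF17800 in FastBKK and KATH are only lower bounds. Their lengths were 723 and 743 bases. Whether they are near-identical copies that share reads was not checked, so the value of each gene is uncertain to that extent.

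By the same rule, the lowest hindgut responses were those of GF12914 (FBgn0089948, scaffold_13266) and GF27285 (FBgn0274508, scaffold_12943). GF12914 fell from 46.2 ± 46.5 to 0.762 ± 0.320 CPM in SlowBKK (SD, n = 3; log2 fold change -5.92 ± 1.17, edgeR adjusted p = 0.000623), and its log2 fold changes were -4.28 ± 1.11 in FastBKK and -4.35 ± 1.03 in KATH. The KATH value of GF12914 depended on 1 library, as the KATH cold libraries ranged from 0.638 to 14.4 CPM. Its mean log2 fold change over the lines went from -4.85 to -5.58 without KATH cold hindgut replicate 4. GF27285 fell from 32.1 ± 30.9 to 2.66 ± 1.10 CPM in FastBKK (log2 fold change -3.59 ± 1.23, adjusted p = 0.0275), and its log2 fold changes were -5.42 ± 1.55 in SlowBKK and -5.06 ± 1.38 in KATH. The spread of GF27285 between control replicates was close to its mean. Its highest adjusted p over the 3 lines rose to 0.115 without FastBKK control hindgut replicate 3, 0.126 without SlowBKK control hindgut replicate 5, and 0.0909, 0.0786 and 0.0617 without FastBKK cold hindgut replicates 1, 3 and 4, so its call in every line rested on these libraries.

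In the tubule, GF17054 (FBgn0094073, scaffold_13340) rose from 8.15 ± 3.82 to 359 ± 194 CPM in FastBKK (SD, n = 3; log2 fold change 5.46 ± 0.46, edgeR adjusted p = 6.36e-07), from 5.34 ± 0.857 to 300 ± 115 CPM in SlowBKK (5.81 ± 0.47) and from 3.68 ± 0.604 to 467 ± 134 CPM in KATH (6.99 ± 0.50). GF14655 (FBgn0091682, scaffold_12916) rose from 0.412 ± 0.321 to 40.8 ± 32.5 CPM in SlowBKK (log2 fold change 6.61 ± 1.09, adjusted p = 0.000161), with 4.98 ± 0.97 in FastBKK and 6.38 ± 1.03 in KATH. This gene was far more abundant in the hindgut, at 888 ± 31.8 CPM in the cold in SlowBKK. FastBKK cold tubule replicate 1 and KATH cold tubule replicate 4 carried hindgut transcripts (medians of 0.775% and 1.40% of the hindgut level over 283 hindgut-restricted genes). GF17778 (FBgn0094796, scaffold_13340) fell from 632 ± 90.4 to 58.9 ± 39.5 CPM in FastBKK (log2 fold change -3.43 ± 0.67, adjusted p = 0.000882), with -6.26 ± 0.79 in SlowBKK and -4.28 ± 0.70 in KATH. GF11919 (FBgn0088958, scaffold_13266) fell from 36.1 ± 8.54 to 1.42 ± 0.724 CPM in FastBKK (log2 fold change -4.65 ± 0.70, adjusted p = 9.91e-05), with -5.20 ± 0.72 in SlowBKK and -4.08 ± 0.69 in KATH.

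In the body, GF18629 (FBgn0095647, scaffold_13340) rose from 6.90 ± 7.32 to 251 ± 33.6 CPM in FastBKK (SD, n = 3; log2 fold change 5.16 ± 0.55, edgeR adjusted p = 6.34e-07), with 5.13 ± 0.55 in SlowBKK and 4.99 ± 0.55 in KATH. GF17187 (FBgn0094205, scaffold_13340) rose with log2 fold changes of 3.21 ± 0.27 in FastBKK, 4.93 ± 0.28 in SlowBKK and 5.40 ± 0.30 in KATH, where it went from 0.924 ± 0.255 to 38.9 ± 3.12 CPM. GF26542 (FBgn0273765, scaffold_13266) fell from 59.4 ± 0.659 to 1.18 ± 0.288 CPM in FastBKK (log2 fold change -5.66 ± 0.18, adjusted p = 1.29e-12), with -5.79 ± 0.19 in SlowBKK and -4.35 ± 0.17 in KATH. GF22316 (FBgn0099314, scaffold_13248) fell from 110 ± 6.06 to 1.40 ± 0.434 CPM in FastBKK (log2 fold change -6.30 ± 0.61), with -5.03 ± 0.54 in SlowBKK and -3.99 ± 0.50 in KATH.

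The responses of the 3 lines were then compared. In the hindgut, 3564 genes were called with 1 sign in all 3 lines (1808 higher and 1756 lower), where 312.6 would be expected if the lines were independent. The corresponding numbers were 2843 in the tubule (1356 higher, 1487 lower; 225.8 expected) and 3771 in the body (1923 higher, 1848 lower; 470.5 expected). Calls with opposite signs in any pair of lines were few, with 53 genes in the hindgut, 47 in the tubule and 330 in the body. The alternative that moved the shared counts most, a fold change over 2 in each line, left 821 genes in the body. Across tested genes, which are not independent replicates, Pearson's r of the log2 fold changes in the body was 0.829 (jackknife SE 0.0228) between FastBKK and SlowBKK, 0.759 (0.0257) between FastBKK and KATH and 0.748 (0.0279) between SlowBKK and KATH. In the same order, r was 0.55 (0.38), 0.714 (0.249) and 0.70 (0.212) in the hindgut, and 0.543 (0.241), 0.594 (0.297) and 0.467 (0.203) in the tubule. Differences between r values within the hindgut and within the tubule were smaller than these SEs. Spearman's rho, in the same order, was 0.754, 0.728 and 0.672 in the body. It was 0.6955, 0.747 and 0.747 in the hindgut and 0.706, 0.698 and 0.648 in the tubule. By rho the hindgut was above the body for both pairs with KATH, so the higher r of the body does not by itself show closer responses there. The r between FastBKK and SlowBKK in the hindgut moved most under an alternative, to 0.185 with all 54 libraries in 1 fit, and it was 0.739 without FastBKK control hindgut replicate 3.

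Over 9819 genes tested in all 3 tissues, and among genes called with 1 sign in all lines of a tissue, 1395 changed the same way in hindgut and tubule (468.6 expected under independence) and 79 in opposite ways. Hindgut and body shared 1673 changes of the same sign (521 expected) and 82 of opposite sign. Tubule and body shared 1105 (443.8 expected) and 99. In all 3 tissues and all 3 lines 826 genes changed the same way (74.1 expected), 527 of them higher and 299 lower in the cold. The correlation across genes of the mean responses was 0.446 between hindgut and tubule, 0.534 between hindgut and body and 0.369 between tubule and body.

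At control temperature, FastBKK and SlowBKK, which differ in phenotype within the Bangkok population, differed in 679 genes in the hindgut (300 higher in FastBKK, 379 lower), 709 in the tubule (412 higher, 297 lower) and 1907 in the body (976 higher, 931 lower). KATH and FastBKK, which differ in population within the tolerant phenotype, differed in 1098 genes in the hindgut (584 higher in KATH, 514 lower), 1204 in the tubule (503 higher, 701 lower) and 4501 in the body (1943 higher, 2558 lower). Each side of these comparisons was a pool of isofemale lines, and its libraries were replicates of that pool. The tests here and of the interactions therefore concern these pools. An effect of phenotype or population cannot be told apart from the choice of isofemale lines. The alternative that moved these counts most required a fold change over 2 in addition and left 785 genes in the body between KATH and FastBKK. Without FastBKK control hindgut replicate 3, 382 hindgut genes differed between FastBKK and SlowBKK and 763 between KATH and FastBKK.

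In the control hindgut, GF23344 (FBgn0100338, scaffold_12911) was lower in FastBKK (1.43 ± 0.976 CPM) than in SlowBKK (19.6 ± 9.50 CPM, SD, n = 3). The log2 difference was -3.79 ± 0.56 (edgeR adjusted p = 0.00127), and it was -4.50 without FastBKK control hindgut replicate 3. GF20381 (FBgn0097388, scaffold_13417) was higher in KATH (30.5 ± 10.7 CPM) than in FastBKK (1.87 ± 0.477 CPM; log2 difference 4.03 ± 0.39, adjusted p = 2.16e-05). GF13115 (FBgn0090148, scaffold_13266) was higher in FastBKK than in both other lines, with log2 differences of 6.41 ± 1.24 against SlowBKK (adjusted p = 0.00694) and -8.31 ± 1.46 for KATH minus FastBKK (adjusted p = 0.00242). It varied between 0.714 and 47.8 CPM among the FastBKK control libraries. Without FastBKK control hindgut replicate 3 the log2 differences were 4.93 and -6.83. In KATH controls the gene had counts in only 1 library, replicate 5, so the size of the difference from KATH is uncertain. Its adjusted p rose to 0.0955 and 0.0744 in fits of only the groups compared, and to 0.447 for the mean of both tolerant lines against SlowBKK, over alternatives that ranged down to 3.29e-06 and 9.63e-09.

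In the control tubule, GF24164 (FBgn0101158, scaffold_12943) was at 78.9 ± 10.8 CPM in FastBKK, 0.524 ± 0.186 CPM in SlowBKK and 0.157 ± 0.108 CPM in KATH (SD, n = 3), with log2 differences of 7.23 ± 0.48 for FastBKK minus SlowBKK (edgeR adjusted p = 2.34e-06) and -8.91 ± 0.54 for KATH minus FastBKK (adjusted p = 2.40e-07). GF12980 (FBgn0090014, scaffold_13266) was lower in FastBKK (2.09 ± 1.44 CPM) than in SlowBKK (114 ± 34.3 CPM; log2 difference -5.77 ± 0.84, adjusted p = 0.00109). GF26684 (FBgn0273907, scaffold_8605) was higher in KATH (30.2 ± 13.0 CPM) than in FastBKK (0.793 ± 0.434 CPM; log2 difference 5.23 ± 0.78, adjusted p = 0.00059).

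In the control body, GF13626 (FBgn0090654, scaffold_13266) was higher in FastBKK (6.99 ± 3.25 CPM; SD, n = 3) than in SlowBKK (0.311 ± 0.131 CPM; log2 difference 4.46 ± 0.94, edgeR adjusted p = 0.00482). KATH was as low as SlowBKK for this gene (0.196 ± 0.0615 CPM), and the mean of both tolerant lines against SlowBKK gave an adjusted p of 0.287, over alternatives that ranged down to 5.23e-05. GF19798 (FBgn0096805, scaffold_13266) was lower in FastBKK (24.4 ± 10.7 CPM) than in SlowBKK (295 ± 153 CPM; log2 difference -3.60 ± 0.32, adjusted p = 3.43e-06). GF26559 (FBgn0273782, scaffold_12943) was higher in KATH (217 ± 23.8 CPM) than in FastBKK (2.09 ± 1.71 CPM; log2 difference 6.70 ± 0.62, adjusted p = 9.98e-07). GF23589 (FBgn0100583, scaffold_13337) was lower in KATH (21.0 ± 2.79 CPM) than in FastBKK (750 ± 63.2 CPM; log2 difference -5.16 ± 0.49, adjusted p = 1.33e-06).

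Whether the cold response itself differed between lines was tested as an interaction. Between FastBKK and SlowBKK the response differed in 65 genes in the hindgut (46 with the higher value in FastBKK, 19 lower), 68 in the tubule (23 higher, 45 lower) and 432 in the body (189 higher, 243 lower). Between KATH and FastBKK it differed in 72 genes in the hindgut (26 with the higher value in KATH, 46 lower), 23 in the tubule (11 higher, 12 lower) and 1897 in the body (1190 higher, 707 lower). The absolute response was larger in FastBKK than in SlowBKK for 30 of the 65 hindgut genes, 19 of the 68 tubule genes and 268 of the 432 body genes. It was larger in KATH than in FastBKK for 38 of 72, 16 of 23 and 954 of 1897 genes. The counts changed widely with the processing, in both directions. All 54 libraries in 1 fit gave 242 hindgut, 640 tubule and 0 body genes for FastBKK minus SlowBKK, the last with 945 at an unadjusted p under 0.05, and 157, 417 and 75 genes for KATH minus FastBKK.

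Single libraries also decided the interaction counts. For FastBKK minus SlowBKK, the tubule count was 4 without FastBKK cold tubule replicate 3 and 364 without FastBKK cold tubule replicate 1. In the hindgut it was 6 without FastBKK cold hindgut replicate 4 and 27 without FastBKK control hindgut replicate 3, and in the body 112 without SlowBKK cold body replicate 4. For KATH minus FastBKK, the tubule count was 4 without KATH cold tubule replicate 1 and 98 without FastBKK cold tubule replicate 1, and the hindgut count was 32 without KATH cold hindgut replicate 1 and 118 without KATH control hindgut replicate 1. The body count for this pair of lines stayed between 1330 and 1973.

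In the hindgut, GF12740 (FBgn0089774, scaffold_13266) fell with cold in SlowBKK, from 222 ± 22.3 to 38.3 ± 6.86 CPM (SD, n = 3), but not in FastBKK, where it was at 325 ± 14.6 CPM in controls and 397 ± 143 CPM in the cold. The responses differed by 2.83 ± 0.29 log2 units (edgeR adjusted p = 0.000599). GF15707 (FBgn0092731, scaffold_12916) fell in KATH from 269.5 ± 26.7 to 55.7 ± 3.57 CPM and in FastBKK from 55.9 ± 4.91 to 45.8 ± 1.69 CPM, a difference of -1.99 ± 0.12 (adjusted p = 1.27e-06). In the tubule, GF16961 (FBgn0093980, scaffold_13340) rose in SlowBKK from 9.87 ± 2.17 to 76.5 ± 22.5 CPM and stayed at 10.4 ± 2.68 and 11.0 ± 4.04 CPM in FastBKK, a difference of -2.87 ± 0.38 (adjusted p = 0.00716). GF25176 (FBgn0102168, scaffold_13337) fell in KATH from 39.8 ± 4.35 to 18.6 ± 1.23 CPM and was at 50.1 ± 4.51 and 52.2 ± 3.11 CPM in FastBKK, a difference of -1.15 ± 0.13 (adjusted p = 0.00358).

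In the body, GF13270 (FBgn0090302, scaffold_13266) fell in FastBKK from 77.3 ± 6.58 to 6.73 ± 1.84 CPM (SD, n = 3) and in SlowBKK from 87.9 ± 3.30 to 1.10 ± 0.377 CPM, a difference of 2.79 ± 0.25 log2 units (edgeR adjusted p = 7.41e-05). GF25009 (FBgn0102001, scaffold_13337) fell in FastBKK from 120 ± 11.5 to 4.43 ± 0.279 CPM and in KATH from 66.5 ± 8.21 to 39.8 ± 3.18 CPM, a difference of 4.02 ± 0.24 (adjusted p = 8.32e-08). With all 54 libraries in 1 fit their differences were 2.81 and 3.95 log2 units and the adjusted p values 0.783 and 0.123.

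**Figure D4:**
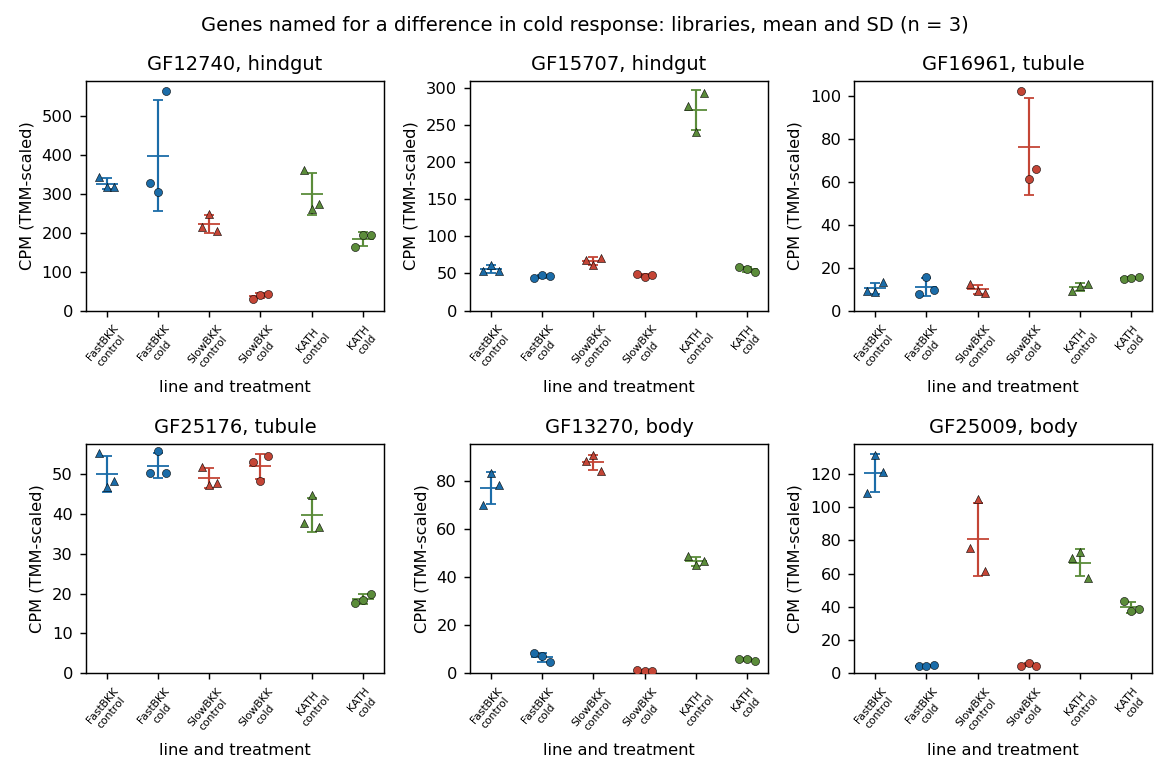
Points are the TMM-scaled CPM (y axis) of each library, by line and treatment (x axis), for the 6 genes named for a difference in cold response. The bar at each group is the mean and its error bar the SD of 3 libraries. GF12740 falls in SlowBKK to 38.3 CPM, and GF16961 rises in SlowBKK to 76.5 CPM.

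The hindgut and tubule, which shared extraction kit and number of individuals, were compared in 1 fit. Averaged over lines, the cold response differed between them in 5066 of 11942 genes, 2374 with the higher value in the hindgut and 2692 with the lower. The alternative that moved this count most required a fold change over 2 in addition and left 1753 genes. GF18713 (FBgn0095730, scaffold_13340) rose in the hindgut of FastBKK from 94.4 ± 9.82 to 231 ± 28.5 CPM (SD, n = 3) and fell in the tubule from 66.0 ± 31.6 to 17.3 ± 2.73 CPM, and the mean difference over lines was 3.51 ± 0.25 log2 units (edgeR adjusted p = 1.29e-11). GF14655 fell in the hindgut of KATH from 1678 ± 100 to 843 ± 46.7 CPM and rose in the tubule from 1.28 ± 1.16 to 106 ± 66.7 CPM, with a mean difference of -6.87 ± 0.57 (adjusted p = 2.71e-10). The tubule increase in KATH includes replicate 4, which carried hindgut transcripts, and without that library the mean difference was -6.97.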

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

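The tests of gene length and of carry-over on the differences between lines, the test of hindgut carry-over on GF14655, and the splits that hold the line difference or the common cold response in the fit were chosen after the hindgut results, or the results they bear on, had been seen. The other tests in this part were chosen before.

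The differences in cold response between lines and between organs are singled out because the difference itself was tested and found. For FastBKK minus SlowBKK these were 65 genes in the hindgut, 68 in the tubule and 432 in the body, and for KATH minus FastBKK 72, 23 and 1897. Labels were first split at random over the libraries of both lines within each treatment. Of 100 drawn splits, the real one included, 7 in the hindgut, 8 in the tubule and 4 in the body gave as many genes for FastBKK minus SlowBKK, and 10, 15 and 3 did for KATH minus FastBKK. By these counts a random division of the libraries gives results as large too often to be set aside in the hindgut and tubule. A split that moves more libraries in 1 treatment than in the other puts the difference between lines at control temperature into the interaction, so it can give many calls with no difference in response. The splits were therefore repeated with the real line as a term of the fit, using those that mix the lines in both treatments. The real split was counted among the 100, but it does not mix the lines, and the line term drops out of its fit. The other splits carried that added term, and a real difference in response stayed in their residual spread. Only the real split (1 of 100) gave as many genes in all 3 tissues for FastBKK minus SlowBKK. The same held in the hindgut and body for KATH minus FastBKK, and the others gave at most 27. For KATH minus FastBKK in the tubule, 4 of 100 gave as many, with up to 135 genes, so those 23 genes stand apart least. Because the fits are unlike, low counts in the other splits cannot decide the question. A random division of the libraries therefore stays open for the hindgut and tubule.

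A trend with gene length between libraries was weighed as a technical source. With the trend removed from each library, the counts were 70 in the hindgut, 119 in the tubule and 298 in the body for FastBKK minus SlowBKK, and 85, 37 and 2272 for KATH minus FastBKK. Of the original calls, 55 of 65, 68 of 68 and 242 of 432 remained for the former pair, and 64 of 72, 22 of 23 and 1834 of 1897 for the latter, which argues against the trend as the whole source of any of them. The body difference between FastBKK and SlowBKK followed gene length more than the others (Spearman's rho across genes 0.387), and 190 of its 432 calls were lost with the trend removed. For those 190 genes a length-dependent difference between the libraries and a difference in response cannot be told apart, because the genes were selected by the correction itself.

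Carry-over from other tissue was weighed for the dissected organs. Without body-restricted genes the counts were 64 in the hindgut and 72 in the tubule for FastBKK minus SlowBKK, and 76 and 23 for KATH minus FastBKK. The filter removed 326 tested genes in the hindgut and 285 in the tubule, of which 1 gene was called for FastBKK minus SlowBKK in the hindgut and 0 in the other dissected comparisons between lines. Genes shared between body and gut are not covered by this filter. Leaving out FastBKK control hindgut replicate 3, the library with the highest carry-over, gave 27 hindgut genes for FastBKK minus SlowBKK and 51 for KATH minus FastBKK. KATH cold tubule replicate 4 had the highest total counts and the highest median over hindgut-restricted genes, and leaving it out gave 85 tubule genes for KATH minus FastBKK. FastBKK cold tubule replicate 1 had more of the most abundant hindgut transcripts, and leaving it out gave 364 tubule genes for FastBKK minus SlowBKK and 98 for KATH minus FastBKK. These tubule counts were above those with all libraries, so they gave no sign that carry-over of hindgut made the calls. A higher count does not exclude such carry-over either, and it stays open for the tubule counts. FastBKK cold tubule replicate 3 had the highest median over body-restricted genes among tubule libraries, 0.675%. Leaving it out gave 4 tubule genes for FastBKK minus SlowBKK, against 68 with all libraries. This fall does not show that carry-over from the body made the calls, but that also stays open. Reads lost to sequence differences between a line and the reference would lower both treatments of a line alike and were not tested, and neither were reads shared between gene copies. A difference between lines in how they respond to cold, by phenotype or by population, stays open as an untested biological explanation.

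Among genes with a mean of at least 10 CPM, those with the smallest p in these interactions were GF12740 (2.83 log2 units, FastBKK minus SlowBKK) and GF15707 (-1.99, KATH minus FastBKK) in the hindgut, GF16961 (-2.87) and GF25176 (-1.15) in the tubule, and GF13270 (2.79) and GF25009 (4.02) in the body. Their differences kept their sign under every alternative. The adjusted p rose over 0.05 for GF13270 and GF25009 with all 54 libraries in 1 fit, and for GF12740, GF16961, GF25176 and GF13270 with the replicate number as a block, whose values are given with the other alternatives. With the length trend removed or without body-restricted genes the sign and the call of GF12740, GF15707, GF16961, GF25176 and GF13270 also held, while GF25009 is itself body-restricted. No biological explanation was tested for single genes.

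The cold responses of hindgut and tubule differed in 5066 genes. Only the real split among the 40 drawn (1 of 40) gave as many, and the highest count among the others was 1091. With the cold response common to both organs as a term of the fit, it was again only the real split (1 of 40), and the highest other count was 3453. That term drops out of the fit for the real split, so this second comparison sets unlike fits side by side. The count was 5248 with the length trend removed, with 4905 genes in common, and 4922 without body-restricted genes, of which 658 had been tested and 187 called. These values argue against a random division of the libraries, a length trend and carry-over from the body as the whole source. Both organs shared the kit and the number of individuals. Regulation that differs between the organs may explain the difference, as a hypothesis, while dissection that differed between treatments stays open.

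Among called genes with a mean of at least 10 CPM in each organ, GF18713 (3.51 log2 units) and GF14655 (-6.87) had the highest and lowest difference. GF14655 is abundant in the hindgut, so hindgut tissue in the cold tubule samples could raise it there. In the cold tubule of SlowBKK it reached 4.61% of the cold hindgut level, while the highest median over 283 hindgut-restricted genes in those 3 libraries was 0.283%. The most abundant of these genes, GF11506, with a mean of 39840 CPM in the hindgut, was at most at 0.417 CPM there. Carry-over is thus too small to explain the rise in SlowBKK. In FastBKK cold tubule replicate 1 and KATH cold tubule replicate 4, GF11506 reached 510 and 287 CPM, so part of the rise in those libraries may be carry-over. Induction of GF14655 in the tubule by cold, or by the recovery after it, stays as a hypothesis.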

How the results depend on the processing

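The robust fit, the removal of the length trend, the omission of body-restricted genes and the fold change requirement were chosen after the data had been seen, and the other alternatives before. No value for a named gene reversed its sign. Counts were compared by size only, and the direction with more calls switched for several of them with all 54 libraries in 1 fit, as given below. Outside the fits that each left out 1 library, 187 counts stayed within 1.5 times their main value and 84 moved further, 72 correlations stayed within their jackknife SE and 9 did not, and of the values for named genes 296 kept their side of the threshold and 15 became weaker. The planned gene-set tests could not be run. Where no cause is named for a change, the cause was not tested.

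DESeq2's size factors in place of TMM moved no count by 1.5 times. Without a filter on low counts, which adds genes near 0, the tubule count for the FastBKK minus SlowBKK difference in response went to 41 (20 higher, 21 lower), and r went to 0.66 between FastBKK and KATH, 0.695 between FastBKK and SlowBKK and 0.624 between SlowBKK and KATH in the body, and to 0.431 between SlowBKK and KATH in the hindgut. It also moved the median log2 fold change of all genes in the tubule of FastBKK from -0.0062 to 0.108, a shift that no scaling gave. Spearman's rho in the body was 0.754, 0.728 and 0.672 for FastBKK and SlowBKK, FastBKK and KATH, and SlowBKK and KATH. The robust fit moved only the tubule difference in response for KATH minus FastBKK, to 15.

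The DESeq2 Wald test gave more calls for differences in response, 434 in the hindgut, 420 in the tubule and 981 in the body for FastBKK minus SlowBKK and 303 in the hindgut and 217 in the tubule for KATH minus FastBKK. At control temperature it gave 1223 hindgut and 1200 tubule genes for FastBKK minus SlowBKK.

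All 54 libraries in 1 fit share 1 estimate of the spread between tissues whose variation differs, 11.1% in the body and 28.6% and 33.3% in the hindgut and tubule, and whether this caused the changes was not tested. Body counts fell, to 3951 (2436 higher), 3527 (2185 higher) and 3655 (2379 higher) for the cold response in FastBKK, SlowBKK and KATH, to 1930 shared genes (1245 higher), to 341 and 1023 genes at control temperature for FastBKK minus SlowBKK and KATH minus FastBKK, and to 0 (945 at an unadjusted p under 0.05) and 75 for their differences in response. Counts rose in the hindgut to 2783 (2116 higher) and 2891 (844 higher) at control temperature and to 242 (104 higher) and 157 (78 higher) for the differences in response, and in the tubule to 1544 and 2001 and to 640 and 417 (257 higher). The hindgut r between SlowBKK and KATH was 0.443. The share of higher calls moved by over 10 percentage points, from 50%, 49.4% and 50.7% to 61.7%, 62% and 65.1% for the 3 body responses, from 51% to 64.5% for shared body genes, from 44.2% and 53.2% to 76% and 29.2% for the hindgut at control temperature, from 70.8% and 36.1% to 43% and 49.7% for the hindgut differences in response, from 47.8% to 61.6% for KATH minus FastBKK in the tubule, and from 46.9% to 58.7% for hindgut minus tubule.

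Fits of only the groups compared, with fewer libraries, gave 253 hindgut and 438 tubule genes for FastBKK minus SlowBKK and 385 and 575 for KATH minus FastBKK at control temperature. For differences in response they gave 29 hindgut, 13 tubule and 666 body genes for FastBKK minus SlowBKK and 4 tubule genes for KATH minus FastBKK. The mean of both tolerant lines against SlowBKK, another contrast with more libraries, gave 182 hindgut, 269 tubule and 1611 body genes for the difference in response and 3466 body genes at control temperature.

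Removing the length trend moved the tubule differences in response to 119 and 37, for FastBKK minus SlowBKK and KATH minus FastBKK. It changed the share of higher calls in the body from 43.8% to 25.2% for the FastBKK minus SlowBKK difference in response and from 51.2% to 62.7% for that pair at control temperature. In the body cold responses that share went from 50% to 40.6% in FastBKK and from 50.7% to 43.6% in KATH. In SlowBKK it went from 49.4% to 48%. Omitting body-restricted genes moved no count by 1.5 times.

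A fold change over 2 lowers every count by construction. Cold responses in FastBKK, SlowBKK and KATH were then 1984, 2330 and 1908 in the hindgut, 1508, 1903 and 1846 in the tubule and 1688, 1574 and 1616 in the body, with 1056, 841 and 821 shared genes in these tissues. The control differences were 368, 311 and 394 for FastBKK minus SlowBKK and 533, 526 and 785 for KATH minus FastBKK. The differences in response were 40 in the tubule and 125 in the body for FastBKK minus SlowBKK, 442 in the body for KATH minus FastBKK and 1753 between hindgut and tubule. The order of the tissues changed, since the body no longer had the highest counts in any line.

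Replicate numbers were checked for pairing. Cold and control libraries of 1 line with the same number had a median correlation of their deviations from the group means of -0.0661 in the hindgut (7 pairs), 0.031 in the tubule (5) and -0.0749 in the body (6), and 2, 1 and 2 of these pairs exceeded 0.1, so the numbers were taken only as names. Hindgut and tubule libraries of 1 line and treatment with the same number had a median of 0.131 (16 pairs, 10 over 0.1), so some pairing of these organs by sample is possible, and the fit across organs did not use it. With the replicate number as a block shared across lines, the control differences were 198 hindgut and 240 tubule genes for FastBKK minus SlowBKK and 561 and 542 for KATH minus FastBKK, and the differences in response were 13, 4 and 91 in hindgut, tubule and body for the former and 18 and 8 in hindgut and tubule for the latter. With a block within each line, cold responses were 2989 in the hindgut of KATH, 2021, 1022 and 2068 in the tubule of FastBKK, SlowBKK and KATH and 4238 in the body of SlowBKK, with 2122, 720 and 2447 shared genes in hindgut, tubule and body. The differences in response under this block were 0 in the hindgut (1183 at an unadjusted p under 0.05), 0 in the tubule (866) and 1 in the body for FastBKK minus SlowBKK, and 1 in the hindgut, 0 in the tubule (723) and 221 in the body for KATH minus FastBKK, and r between FastBKK and SlowBKK in the body was 0.802. Among the named genes, the adjusted p under the block within each line was 0.05 for GF11919, 0.13 for GF12740, 0.089 for GF13270, 0.345 for GF16961, 0.285 for GF25176 and 0.141 for GF27285. Under the block shared across lines it was 0.077 for GF16961 and 0.165 and 0.0521 for GF13115 in FastBKK minus SlowBKK and KATH minus FastBKK. The other named genes kept their calls under the shared block, and under the block within each line where it could be fitted, which leaves out the line differences at control temperature. The block within each line uses up degrees of freedom, and only libraries that share a number inform the contrast.

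Leaving out 1 library at a time, cold counts ranged from 4413 to 5255, 5043 to 5543 and 4340 to 4965 in the hindgut of FastBKK, SlowBKK and KATH, from 3625 to 3986, 3871 to 4185 and 3970 to 4480 in the tubule, and from 5993 to 6575, 5567 to 6164 and 6882 to 7616 in the body. Genes shared by the 3 lines ranged from 3172 to 3718 in the hindgut, 2549 to 2785 in the tubule and 3454 to 3734 in the body, and the hindgut minus tubule difference from 4782 to 5078. Correlations between FastBKK and SlowBKK, FastBKK and KATH, and SlowBKK and KATH ranged from 0.305 to 0.739, 0.467 to 0.759 and 0.489 to 0.736 in the hindgut, from 0.401 to 0.712, 0.396 to 0.719 and 0.247 to 0.461 in the tubule, and from 0.801 to 0.824, 0.728 to 0.753 and 0.712 to 0.741 in the body.

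At control temperature, FastBKK minus SlowBKK ranged from 263 (without SlowBKK control hindgut replicate 1) to 1117 (without FastBKK control hindgut replicate 1), from 323 (without SlowBKK control tubule replicate 1) to 728 in the tubule and from 1109 (without SlowBKK control body replicate 2) to 1612 in the body. KATH minus FastBKK ranged from 607 (without KATH control hindgut replicate 5) to 1312 in the hindgut, from 751 (without KATH control tubule replicate 5) to 1135 in the tubule and from 3287 to 4373 in the body. Differences in response for FastBKK minus SlowBKK ranged from 6 (without FastBKK cold hindgut replicate 4) to 96 in the hindgut, from 4 (without FastBKK cold tubule replicate 3) to 364 (without FastBKK cold tubule replicate 1) in the tubule and from 112 (without SlowBKK cold body replicate 4) to 438 in the body. Those for KATH minus FastBKK ranged from 32 (without KATH cold hindgut replicate 1) to 118 (without KATH control hindgut replicate 1), from 4 (without KATH cold tubule replicate 1) to 98 (without FastBKK cold tubule replicate 1) in the tubule, and from 1330 to 1973 in the body. In total 59 of these counts moved by over 1.5 times, and 5 values of named genes became weaker, all for GF27285.

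With a median of 34.3 M counts per library, depth limited single results at low counts, such as GF17800, whose control libraries in FastBKK and KATH allow only a lower bound of its fold change. For most genes the spread between replicates, not the depth, set the precision.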

Other observations

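The tests on FastBKK control hindgut replicate 3, the tests of a changed share of 1 part of the body, and the splits for the hindgut response of FastBKK were chosen after those results had been seen, while the exchange of standard errors, the length test on the KATH body and the remaining splits were chosen before.

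For each cold response and each line difference at control temperature, the 6 libraries compared can be divided in 10 ways, so no share under 0.1 can be reached and a random division is not excluded by this test alone. Only the real division (1 of 10) gave as many genes for the cold responses of FastBKK, SlowBKK and KATH in the hindgut, tubule and body and for both line differences in each tissue. The highest count from another division was 35 among cold responses, in the tubule of FastBKK, and 139 among control differences, in the body between KATH and FastBKK. For genes shared by the 3 lines, only the real labels among 100 drawn (1 of 100) gave as many in the hindgut, the tubule and the body.

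FastBKK control hindgut replicate 3 stood apart on the second principal component. Low depth is excluded, since its total of 32.2 M counts lay within the range of the other hindgut libraries. Carry-over from other tissue is consistent with its median of 5.31% of the body level over 795 body-restricted genes, against at most 0.399% in the other hindgut libraries. Mixing with a whole-body library would raise all abundant body-restricted transcripts, yet 5 of the 10 most abundant stayed under 0.1 of that median. For the comparisons below, the 795 genes were divided at 0.1 of the median in this library, so the division itself sets the classes apart: 696 genes with a median of 5.56% (interquartile range 4.63% to 6.66%) and 99 with a median of 0.0497%. A part of the body that lacks the 5 abundant transcripts and was dissected along with the hindgut may be the source. No such part was identified or tested here. Without the library, 774 of the 5292 cold calls of FastBKK in the hindgut were lost, r between FastBKK and SlowBKK rose from 0.55 to 0.739, and the genes shared by the 3 lines went from 3564 to 3718.

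The 99 genes of the other class were raised in KATH control tubule replicate 1, with a median of 0.604% of the body level, against at most 0.29% in the other tubule libraries and 0.0517% for the 696 genes in the same library. No explanation was tested for this.

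More genes were called in the body than in the dissected tissues in each line, although the median absolute changes of called genes were smaller there. More genes were also tested in the body, 13435 against 11323 in the hindgut. The smaller spread between body replicates is a candidate explanation. With the hindgut's standard errors in place of its own, over 11220 genes tested in both, the body had 3587 calls in FastBKK, 3409 in SlowBKK and 3616 in KATH, against 5276, 5838 and 5150 in the hindgut and 6134, 5794 and 6576 with its own errors. Over these genes SlowBKK had no higher count in the body than in the hindgut, so its excess over all genes came with the larger tested set. Over 10081 genes tested in body and tubule, the body had 5592, 5324 and 5933 calls with its own errors, 2362, 2217 and 2405 with those of the tubule, and the tubule 4193, 4691 and 4686. The higher body counts over shared genes, in FastBKK and KATH against the hindgut and in all lines against the tubule, are consistent with lower variation and are no sign of a stronger response. Whether the lower variation comes from the kit, the pool of 10 individuals or the lack of dissection cannot be told apart, because all of these differ together between the body and the organs.

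In the body of KATH, the 696 genes fell together in the cold. Their median log2 fold change was -0.24 with an interquartile range of 0.12, and 98% were negative, while 3101 other genes of at least 50 CPM had an interquartile range of 0.567. The medians were -0.0969 in FastBKK and -0.0967 in SlowBKK. A gene length trend is excluded as the source, since the median was -0.232 with the trend removed. At control temperature the same genes were already higher in KATH than in FastBKK, with a median of 0.149, 10.6% negative and 44.4% called. The median difference in response for KATH minus FastBKK was -0.168, close to that in size, so the contrast with FastBKK came mainly from the KATH controls. A share of some part of the body that differed between control and cold KATH flies may explain a shift so uniform, as a hypothesis, and it could have been raised in the controls. Joint regulation within that part was not tested and stays open. The 99 other body-restricted genes fell in all 3 lines, with medians of -1.14 in FastBKK, -1.01 in SlowBKK and -0.614 in KATH. Of the 1897 genes whose response differed between KATH and FastBKK in the body, 211 were body-restricted, and a fit without such genes called 1584. Genes of the part that are also expressed in the organs stay in that fit, so its count cannot exclude the share of the part. With a fold change over 2 required, 442 genes remained, against a median shift of only -0.168 log2 units in the 696 genes. For those 442 genes this argues against the share of the part that holds the 696 genes as the whole source. It does not cover the 99 other body-restricted genes. Their difference in response for KATH minus FastBKK had a median of 0.386 log2 units and an upper quartile of 1.02.

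GF11506, a hindgut gene noticed after its values were seen, took 4.75% to 7.29% of the counts of the control hindgut libraries and 1.13% to 2.35% of the cold ones. It was the most abundant gene of the hindgut libraries, and no explanation was tested.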
